A study of Homo sapiens with 16 samples.

How the data were processed

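RNA was measured by poly-A selected, paired-end sequencing on a DNA nanoball platform in 16 libraries of HAP1, a near-haploid human cell line, per the labels. The libraries were assigned to 4 groups of 4 by the genotype and title that the labels give: cells with a deletion of SLC30A10, the control cells of that experiment, cells with a deletion of another gene, called the second knockout, and the control cells of that experiment, called the second control set. That other gene is not reported here. Both control sets carry the same cell line identifier in the labels, and each deletion carries its own. The labels give no date, sequencing batch or number of independent clones.

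The deposited table of counts holds whole-number counts per gene symbol, with 33121 entries and a separate column for each library. The labels and the deposited data do not state the aligner, counting tool, genome build, annotation or use of strand, so no coordinates are given. The authors also deposited a table of normalized signal. Each of its columns equals the count column of the same library multiplied by a constant, within 5.09e-06 counts, and the tool behind the constants is not stated. That table was used for an alternative scaling. In the count table, 3103 entries are numbered further copies of a symbol, of which 440 were tested, and 28 entries are symbols that a spreadsheet had turned into dates. The latter were kept in the fits and are not named. Gene names and the order of neighbouring genes were taken from the NCBI RefSeq annotation of assembly GRCh38.p14, which placed 91.4% of the tested genes, and symbols of mitochondrial tRNA genes were matched to the GENCODE annotation.

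Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's expression filter with a minimum count of 10 and a minimum total of 15, which left 15569 tested genes. Libraries were scaled by the trimmed mean of M-values, and all 16 were fitted together with a mean for each of the 4 groups and no covariate, so that the groups shared an estimate of the spread. Quasi-likelihood F tests were made for each knockout against its own control set, for the difference of both knockout effects, and for the SLC30A10 control set against the second control set. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was taken as the threshold. Levels are given as CPM, counts per 1000000 of the scaled library size, as mean ± SD. Log2 fold changes are given ± SE. Single values of 4 against 4 libraries were compared with two-sided exact permutation tests, which cannot go below 0.0286.

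The designs, the alternatives, 7 gene lists and the rule for naming genes were fixed before the data were examined. Of the lists, 6 had enough tested members and were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01. The remaining list, of mitochondrially encoded mRNAs, had 0 members found in the count table and could not be tested. The named genes are SLC30A10 and genes past the threshold with a mean of at least 5 CPM whose groups did not overlap. For each knockout these were the 5 largest rises and the 5 largest falls. For the changes shared by both knockouts they were the 5 highest and 5 lowest by the smaller of the 2 changes. The 5 largest differences between the knockouts were also named, without the requirement on overlap, along with the 3 largest rises and 3 largest falls between the control sets. From each list, up to 3 members with the smallest adjusted p in each knockout were eligible. Where every library of a group lay at or under 3 counts, folds were computed against that floor and are lower bounds.

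Library totals ranged from 16058856 to 16648151 counts, so that 3 counts corresponded to 0.180 to 0.187 CPM. The reads carry no stated molecular identifiers, so such floors cover counting error only. Replicate pairs were compared by a chi-square test of their counts, with 1.64 to 6.83 per degree of freedom. Every pair differed by more than sampling noise, and no library was treated as a repeat of another.

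The replicate numbers come from the sample titles and recur in every group, so the counts of genes, the correlation, the named genes and the lists of both knockouts were also analysed with the replicate number as a block, within each experiment or, for the control sets, across them. The other alternatives were median-of-ratios size factors, library totals alone, the DESeq2 1.42.0 Wald test, no filter on low counts, a mean count of at least 50, an adjusted p under 0.01, a fold change of at least 2, fits of only the 8 libraries compared, both control sets pooled or exchanged, other list tests, and leaving out each library in turn. Alternatives chosen after seeing the data were the deposited size factors, numbered copies summed, removal of each library's trend on GC content or gene length, omission of genes in stretches of neighbours that changed together, and omission of FASTKD2 from its list. GC content and length were known for 89.7% of the tested genes.

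The procedure was tested on simulated counts drawn from the means and totals of the libraries. In the simulated SLC30A10 knockout, 200 genes of at least 5 CPM were changed by 2-fold or more. The simulated control sets did not differ from each other. edgeR recovered 200 of the 200 among 15439 tested genes and called 15 unchanged genes, which were 6.22% of its calls. DESeq2 recovered 200 among 15569 and called 7 unchanged genes, 3.00% of its calls. The remaining calls of both tools were members of a simulated list that had been given a small common shift. Most calls in the measured knockouts were under 1.5-fold, so the recovery of the 200 genes does not bear on changes of that size.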

Results

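Gene expression was measured in HAP1 cells, a near-haploid human line, to compare control cells with cells lacking SLC30A10, which encodes a manganese exporter, and with the second knockout, which lacks another gene. The title of the study concerns metal toxicity and the mitochondrial RNA granule. The 16 libraries formed 4 groups of 4, since each knockout had a control set of its own. Library totals were even, from 16058856 to 16648151 counts. The common biological coefficient of variation was 0.0497. The first principal component of log CPM held 38.5% of the variance and placed the SLC30A10 knockout libraries between 38.3 and 40.2 and the libraries of the second knockout between -33.8 and -30.3, with both control sets between -11.0 and 6.82. The second and the third components held 27.0% and 10.4%. The control sets did not overlap on any of the 3 components. On the first, the SLC30A10 control set lay between -0.821 and 6.82 and the second control set between -11.0 and -7.09.

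The level of SLC30A10 itself was examined before other genes. It was barely expressed, with 6 to 9 counts in its control libraries and 3 to 11 counts in the SLC30A10 knockout. Its level was 0.418 ± 0.217 CPM (SD, n = 4) in the knockout and 0.472 ± 0.0774 CPM (SD, n = 4) in the control. The log2 ratio was -0.18, and the difference was smaller than the spread between replicates (two-sided exact permutation p = 0.686, where 0.0286 is the smallest possible). With relabelling only within same-numbered pairs as a replicate block, the exact p was 0.75. Against both control sets pooled, the log2 ratio changed sign to 0.20. A complete loss of the RNA, which would have separated the groups, was not seen, and a smaller decrease was not detectable at this depth. The RNA level thus did not show the deletion, and the name SLC30A10 knockout follows the labels throughout. The gene did not pass the expression filter.

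**Figure D1:**
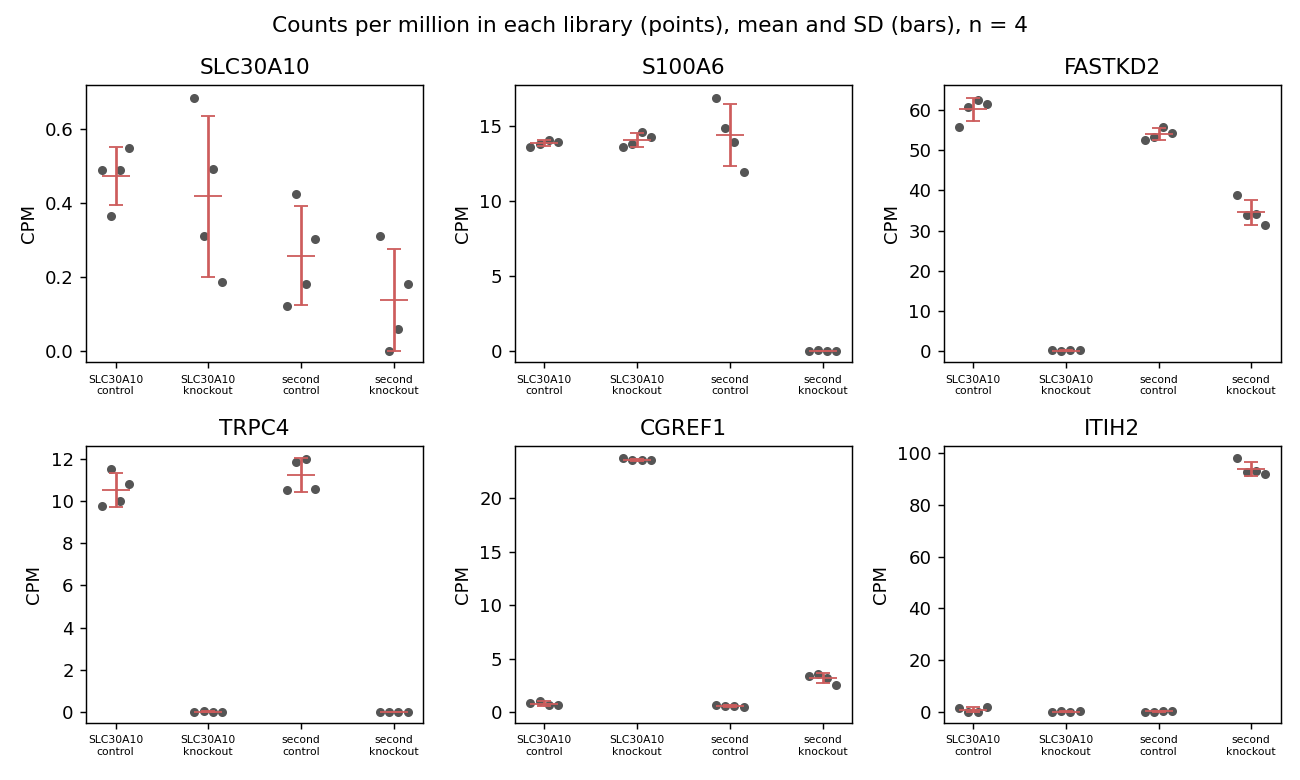
CPM in each library (points) of 6 named genes, picked for display after their values were seen, with the mean and SD of each group (bars, n = 4), for both knockouts and both control sets. SLC30A10 lies at or under 0.684 CPM in every library, and its knockout overlaps its control set, S100A6 lies near 0 only in the second knockout among the 4 groups, FASTKD2 falls to 0.170 CPM in the SLC30A10 knockout and to 34.6 CPM in the second knockout, and TRPC4 lies near 0 in both knockouts.

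The SLC30A10 knockout was compared with its control set to ask which genes change when SLC30A10 is deleted. Of 15569 tested genes, 6450 (41.4%) had an adjusted p under the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg), 3301 higher and 3149 lower. Most of the changes were small. The median absolute log2 fold change of these genes was 0.32, and 4825 of them changed by less than 1.5-fold. The requirement of a 2-fold change moved the count most, to 702 genes, 359 higher and 343 lower. Knockout and control libraries did not overlap for 5957 genes, 38.3% of those tested, against 2.86% by chance. With the replicate block 6497 genes passed. Same-numbered libraries did not deviate together, with a mean correlation of -0.0318 across genes.

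Among genes with a mean of at least 5 CPM, the largest rise in this knockout was that of CGREF1, from 0.791 ± 0.191 to 23.6 ± 0.0978 CPM (SD, n = 4), a log2 fold change of 4.88 ± 0.13 (SE) with an adjusted p of 4.92e-21 (edgeR quasi-likelihood). HOTAIR rose by 4.66 ± 0.15 and HOXC11 by 4.55 ± 0.18 on the log2 scale. These are adjacent genes of the HOXC cluster on opposite strands, and reads of one can count for the other if strand was not used. CELF6 rose by 3.39 ± 0.20 and FAM127C by 3.33 ± 0.13. FAM127C has close paralogs whose reads can be shared, and it lies in a stretch of the X chromosome whose genes rose together. By fitted log2 fold change, which is uncertain near 0 counts, the largest falls under the same minimum were those of LAYN, FUT9, GFRA1, H2AFJ and TRPC4, each at 0 or 1 counts in every knockout library. LAYN had 16.9 ± 1.67 CPM (SD, n = 4) in the control and was at least 92.2-fold lower in the knockout. The falls of the other 4 were at least 60.4-fold for FUT9, 54.7-fold for GFRA1, 63.2-fold for H2AFJ and 57.3-fold for TRPC4. FASTKD2 was not among them by that order, although its measured fall of 338-fold exceeds these lower bounds.

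The same comparison for the second knockout gave fewer genes. It left 2132 genes (13.7%) past the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg), 1038 higher and 1094 lower. Their median absolute log2 fold change was 0.35, and 1467 changed by less than 1.5-fold. A 2-fold change was reached by 358 genes, 149 higher and 209 lower. Libraries did not overlap for 16.3% of the tested genes, against 2.86% by chance. The replicate block gave 2160 genes, and the mean correlation of same-numbered libraries was 0.0472. Among genes with a mean of at least 5 CPM, the largest rise was that of ITIH2, from 0.242 ± 0.0843 to 93.9 ± 2.75 CPM (SD, n = 4), a log2 fold change of 8.55 ± 0.23 (SE) with an adjusted p of 1.42e-20 (edgeR quasi-likelihood). EFS rose by 3.91 ± 0.11, EPHX2 by 3.46 ± 0.16, MYBPC1 by 3.05 ± 0.10 and FAM127C by 2.74 ± 0.16 on the log2 scale. By fitted log2 fold change the largest falls under the same minimum were those of TRPC4, at least 61.2-fold, S100A6, at least 78.4-fold, PRRX1, at least 56.0-fold, PTPRN2, at least 58.4-fold, and WBP5, at least 79.0-fold. All knockout libraries lay at or under 3 counts for these 5 genes.

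The control sets, which carry the same cell line identifier, were compared to measure the background between the experiments. They differed at 6111 genes (39.3%), with 2875 higher and 3236 lower in the SLC30A10 control set (edgeR quasi-likelihood test, Benjamini-Hochberg). This count was close to that of the SLC30A10 knockout and larger than that of the second knockout. The differences were smaller in size. Their median absolute log2 fold change was 0.28, and 218 genes differed by 2-fold, 133 higher and 85 lower. Libraries did not overlap for 36.3% of the tested genes, against 2.86% by chance. The replicate block gave 6181 genes, and the mean correlation of same-numbered libraries was 0.0179. PI15 (log2 difference 3.56 ± 0.18, SE), LIN28A (2.35 ± 0.16) and PPP2R2B (2.13 ± 0.17) were, under the same minimum, the furthest above in the SLC30A10 control set. CHAC1 (-2.74 ± 0.21), CTCFL (-2.60 ± 0.20) and CAPN6 (-2.21 ± 0.16) were the furthest below. CAPN6 lies in a stretch of the X chromosome that changed in the SLC30A10 knockout. Since each experiment has a control set of its own, group and experiment cannot be told apart where a knockout is set against the other control set.

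**Figure D2:**
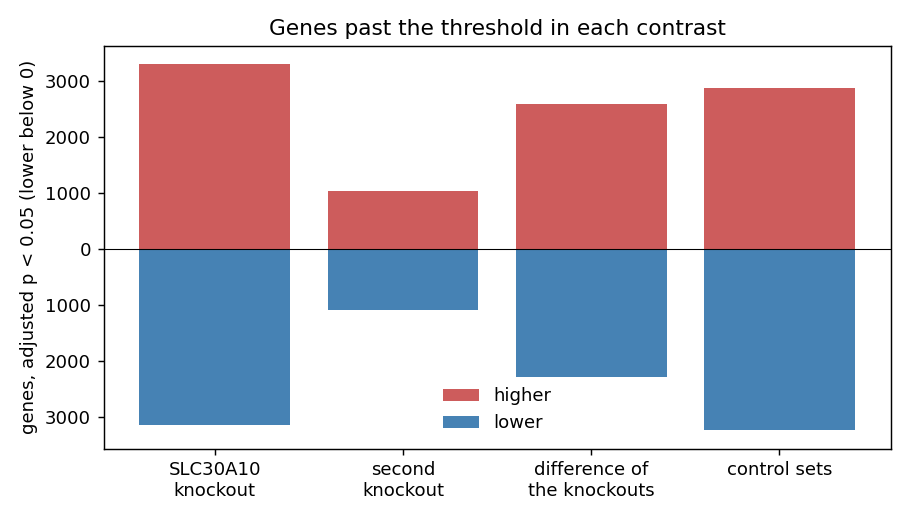
Number of genes with an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg) in each contrast, higher above 0 and lower below 0. The contrasts give 6450 genes in the SLC30A10 knockout, 2132 in the second knockout, 4873 for the difference of the knockouts and 6111 between the control sets.

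Both knockout effects were then set against each other. The difference of the effects passed the threshold for 4873 genes (31.3%), 2597 in favour of the SLC30A10 knockout and 2276 in favour of the second knockout (edgeR quasi-likelihood test, Benjamini-Hochberg). A 2-fold difference was reached by 858 genes. The replicate block gave 4882 genes, where the correlations of same-numbered libraries were -0.0318 and 0.0472. With a mean of at least 5 CPM over all 16 libraries, the largest differences were those of LAYN, FAM19A4, FZD10, ITIH2 and LBX1-AS1. FAM19A4 was at least 39.1-fold lower in the SLC30A10 knockout and rose by 1.28 ± 0.13 (log2, SE) in the second knockout. FZD10 rose by 1.94 ± 0.12 in the SLC30A10 knockout and was at least 20.3-fold lower in the second knockout. LBX1-AS1, an antisense transcript, rose by 0.50 ± 0.11 in the SLC30A10 knockout and was at least 44.1-fold lower in the second knockout.

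Which changes the deletions share was examined next. Both contrasts called 1217 genes, against 883 if the calls were independent. Of these, 626 changed in the same direction, 299 higher and 327 lower, and 591 changed in opposite directions. The difference of the effects passed the threshold for 177 of the 626. With the replicate block 655 genes changed in the same direction, where same-numbered libraries correlated at -0.0318 and 0.0472. When a 2-fold change was also required in both, 102 of 169 genes changed in the same direction. Across all tested genes, which are not independent replicates, Spearman's rho of the log2 fold changes was 0.0034, and 0.0040 with the replicate block. Pearson's r was 0.19. Of 64 relabellings of knockout and control within same-numbered pairs, 61 gave an absolute rho as large. Among genes with a mean of at least 5 CPM in both comparisons, the shared rises with the largest smaller change were those of FAM127C, TMEM132E, SLC19A3, CLDN1 and STAC. TMEM132E rose by 3.30 ± 0.12 in the SLC30A10 knockout and by 2.52 ± 0.13 in the second knockout (log2, SE). The corresponding falls were those of TRPC4, IAH1, NCR3LG1, STXBP2 and KLF4. FUT9, PRRX1 and WBP5 fell further than IAH1, NCR3LG1, STXBP2 and KLF4 in both knockouts but lay under that mean in a comparison. CGREF1 likewise rose further than SLC19A3, CLDN1 and STAC in both knockouts, by 4.88 ± 0.13 and 2.48 ± 0.19 (log2, SE). It lay under that mean in the comparison of the second knockout. IAH1 in the SLC30A10 knockout fell by 2.84 ± 0.13 and in the second knockout it fell by 4.44 ± 0.16 (log2, SE). For KLF4 the log2 fold changes were -1.31 ± 0.14 and -1.34 ± 0.14.

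**Figure D3:**
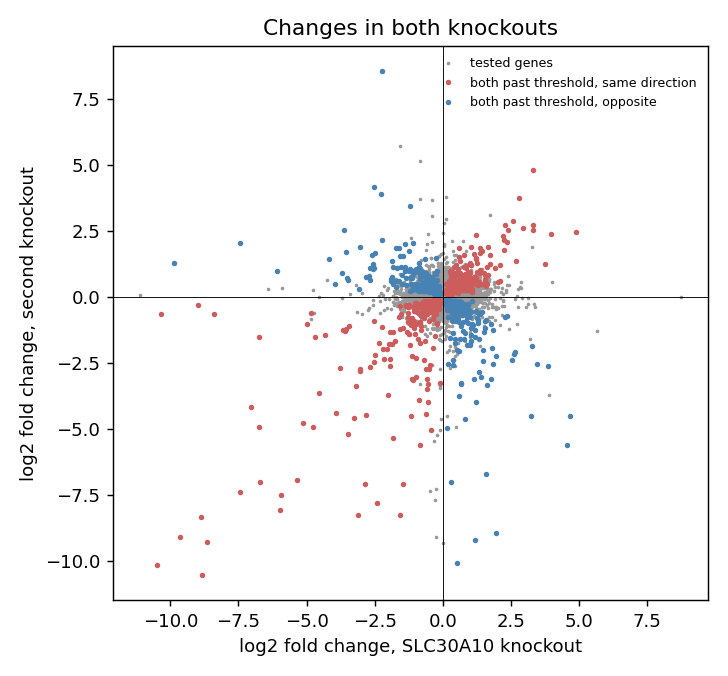
Log2 fold change of each tested gene in the second knockout (vertical) against that in the SLC30A10 knockout (horizontal). Of the genes past the threshold in both, 626 lie in the same direction and 591 in opposite directions, and Spearman's rho over all genes is 0.0034.

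The gene lists fixed in advance addressed the mitochondrial RNA granule, mitochondrial translation and respiration, metal handling and mitophagy. In the SLC30A10 knockout 1 of 6 lists passed the threshold, that of the mitochondrial RNA granule and RNA processing, with a camera adjusted p of 0.0499 (Benjamini-Hochberg over the 6 lists). Its 27 tested members had a mean log2 fold change of -0.34 and a median of -0.03, and 6 of them passed on their own, 2 higher and 4 lower, with adjustment over all genes or over the list alone. The mean rested on FASTKD2. Without that gene it was -0.029, with an adjusted p of 0.970. With the replicate block no list passed in this knockout, and that list had an adjusted p of 0.0523 by camera. The correlation of same-numbered libraries was -0.0318. The 5 metallothioneins had a mean of -0.34 and an adjusted p of 0.0938 by camera. Of them, 3 members passed the threshold over all genes and 4 over the list alone. With the replicate block the adjusted p of the metallothioneins was also 0.0523 by camera. In the second knockout 0 of 6 lists passed, with 0 at an unadjusted camera p under 0.05 as well, and 0 passed with the replicate block, at a correlation of 0.0472. The difference of the effects gave no list past the threshold, with an adjusted p of 0.290 for the mitochondrial RNA granule by camera. Between the control sets, the lists of the mitochondrial RNA granule (mean log2 difference 0.18, adjusted p 3.34e-05) and mitochondrial ribosomal proteins (0.14, adjusted p 1.45e-06) passed by camera, both higher in the SLC30A10 control set.

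FASTKD2, which encodes an RNA-binding protein of the granule, had 60.1 ± 2.93 CPM (SD, n = 4) in the SLC30A10 control and 0.170 ± 0.0781 CPM in the knockout, where the libraries held 1 to 4 counts. Its log2 fold change was -8.40 ± 0.14 (SE), with an adjusted p of 3.35e-25 (edgeR quasi-likelihood). Its level in the second knockout fell by 0.64 ± 0.06, from 54.0 ± 1.44 to 34.6 ± 3.13 CPM (SD, n = 4), with an adjusted p of 4.25e-09 by the same test. FASTKD5 fell by 0.50 ± 0.07 in the SLC30A10 knockout and was also 0.54 ± 0.07 higher in the SLC30A10 control set than in the second control set. Against pooled controls its change did not pass. Among respiratory chain subunits, NDUFA5 rose by 1.02 ± 0.04 in the SLC30A10 knockout, while NDUFB11 (0.42 ± 0.04) and COX4I1 (-0.51 ± 0.05) lie in stretches of neighbours that changed the same way. ATP5C1 in the second knockout rose by 1.45 ± 0.05, next to other risen genes on chromosome 10, and MRPL34 rose by 0.75 ± 0.06 inside a stretch of chromosome 19 that rose together. MRPL16 fell by 0.47 ± 0.04. Among metal transporters in the SLC30A10 knockout, SLC39A14 rose by 0.64 ± 0.08, inside a risen stretch of chromosome 8, and TFRC fell by 0.55 ± 0.08, a change that did not pass against pooled controls. MT1E had log2 fold changes of -0.66 ± 0.07 in the SLC30A10 knockout and -0.30 ± 0.08 in the second knockout. It was also 0.49 ± 0.07 higher in the SLC30A10 control set than in the second control set. Metallothionein genes are near-identical copies whose reads can be shared. PINK1 fell by 0.35 ± 0.08 in the second knockout and did not pass in the SLC30A10 knockout, and the difference between the knockouts passed with an adjusted p of 0.00262 (edgeR quasi-likelihood). The log2 fold changes of OPTN were -0.31 ± 0.06 and -0.30 ± 0.06, and in the second knockout this did not pass against pooled controls.

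The changes were also laid out along the chromosomes, with 14162 tested genes in RefSeq order. In the SLC30A10 knockout the largest absolute mean over 50 neighbouring genes was 0.91 on the log2 scale, and 0 of 1000 shuffles of gene order gave a value as large. The 76 tested genes from the start of chromosome 8 to RHOBTB2 had a median log2 fold change of 0.97. The 87 genes from MAF to the end of chromosome 16 had a median of -0.56. Most of the X chromosome lay higher, and its longest stretch of 209 genes had a median of 0.39. These and shorter stretches, whose borders were drawn from the same data, held 465 of the 6450 called genes (7.21%). For the second knockout the largest mean was 0.44, and 303 of 1000 shuffles gave as much. Its highest stretch was of 19 genes on chromosome 19 from SIN3B to SLC27A1, with a median of 0.94. Between the control sets the largest mean was 0.32, and 2 of 1000 shuffles gave as much.

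**Figure D4:**
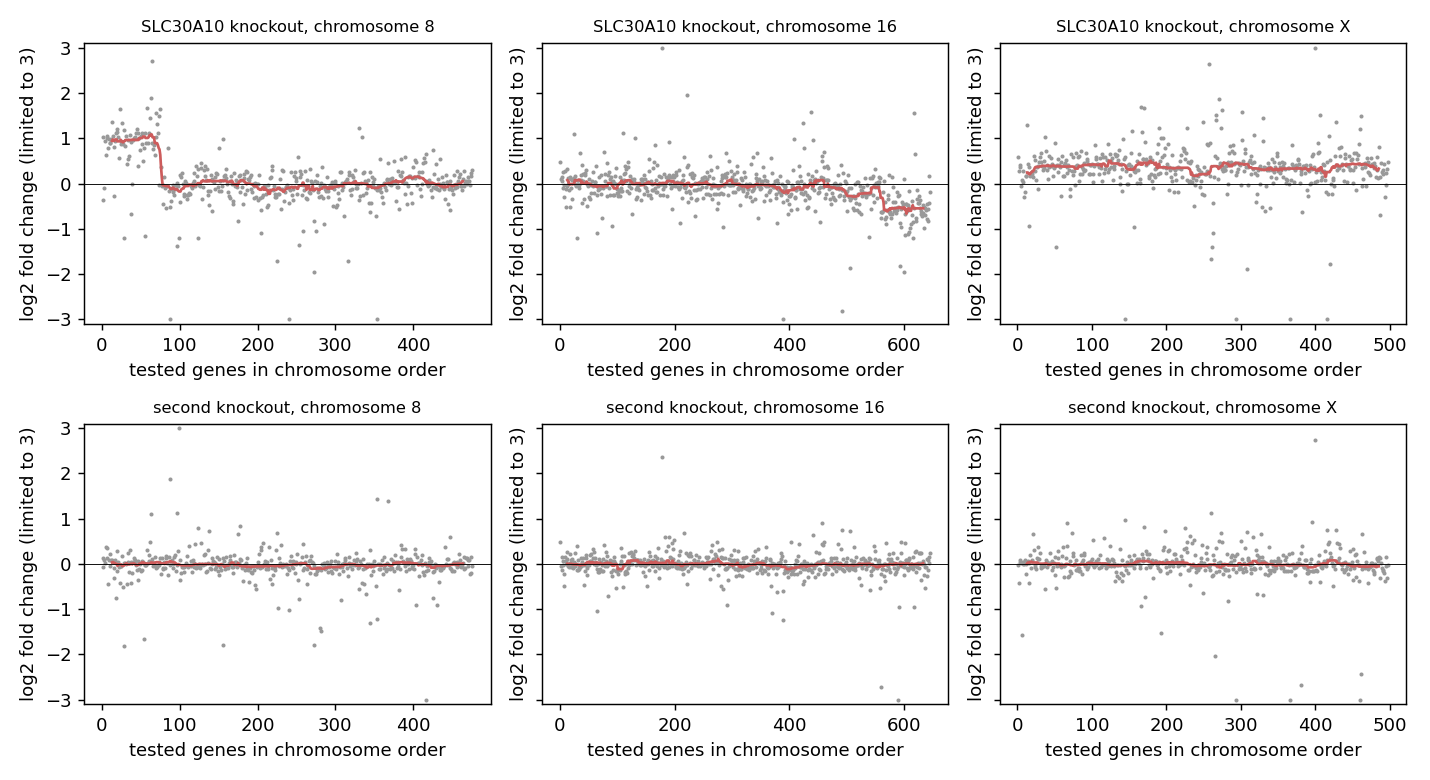
Log2 fold change of each tested gene (points, limited to 3 in either direction) by its order along chromosomes 8, 16 and X, with the running median of 25 genes (line), in the SLC30A10 knockout (top) and the second knockout (bottom). In the SLC30A10 knockout the line lies near 0.97 over the start of chromosome 8, near -0.56 over the end of chromosome 16 and near 0.39 over much of X, and in the second knockout it stays near 0.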

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

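The comparison of extreme libraries and the test of the difference between the knockouts were planned before the data were examined. The knockouts are different deletions in different cell lines, so a difference between them was open from the outset. The difference of their effects passed the threshold for 4873 genes (edgeR quasi-likelihood test, Benjamini-Hochberg), and 858 of these differed by 2-fold. Of 128 possible relabellings of knockout and control within same-numbered pairs, 100 were drawn, and 2 of the 100 gave as many genes, the real one included. The other, with 5032 genes, exchanged knockout and control in all 4 pairs of the second experiment. It tests the sum of the effects in place of their difference. Drawn relabellings that kept the SLC30A10 pairs and exchanged 1 to 3 pairs of the second experiment gave 2916 to 3957 genes. A large part of such a count can thus come from the SLC30A10 comparison alone. An offset shared by the knockout and control libraries of an experiment cancels in the difference of the effects. A shift in a control set alone does not cancel. The control sets differed at 6111 genes, so the contribution of the deletions cannot be fully told apart from that of the experiments.

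Single libraries stood apart from the other 3 of their group in 19 of 261 groups of values, where the gap to the nearest library, as a share of the range of the group, was above the 95% limit of Dixon's test. By chance about 13.05 would be. No library was left out for this. The SLC30A10 control library 3 accounted for 4 of the 19. Its pairs with the other libraries of its group gave chi-square values of 4.11 to 6.77 per degree of freedom. Pairs of that group without it gave 1.76 to 2.01, so it stood apart beyond the named values. Pairs within the second knockout reached 6.83. In the SLC30A10 control library 3 the 10 most abundant genes took 3.76% of the counts, against a mean of 3.56% in the other 3 libraries (gap share 0.972). It was also higher for MRPL12 (93.7 against 84.0 CPM, gap share 0.848), NGRN (164 against 140 CPM, 0.893) and TMEM165 (73.1 against 70.9 CPM, 0.893). The SLC30A10 control library 4 was higher for FUT9 (13.2 against 10.4 CPM, gap share 0.864) and STAC (7.19 against 6.13 CPM, 0.939). In the SLC30A10 knockout, library 1 was higher for CGREF1 (23.7 against 23.5 CPM, gap share 0.915) and library 3 was lower for MYBPC1 (1.78 against 2.26 CPM, 0.881).

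In the second control set, library 2 was lower for MYBPC1 (3.70 against a mean of 4.57 CPM in the other libraries, gap share 0.964) and NDUFA5 (83.2 against 90.8 CPM, 0.872) and higher for PTPRN2 (11.5 against 10.5 CPM, 0.855). Library 3 of that set was lower for HOXC11 (0.0603 against 0.466 CPM, gap share 0.864), where the value rests on a single read, and higher for MT1E (91.5 against 82.2 CPM, 0.867). Among libraries of the second knockout, library 1 was higher for ITIH2 (98.0 against 92.6 CPM, gap share 0.837) and ATP5G3 (193 against 180 CPM, 0.871) and lower for MRPL16 (85.4 against 90.8 CPM, 0.953). Library 2 was lower for COX4I1 (162 against 179 CPM, gap share 0.836). Library 3 was higher for PINK1 (11.2 against 9.56 CPM, gap share 0.943), and library 4 was higher for STXBP2 (4.96 against 4.07 CPM, 0.865). Library totals did not stand apart in any of the 4 groups by the same measure. No biological explanation was tested for these libraries, since the labels give none.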

How the results depend on the processing

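The counts of genes stayed within 1.5 times their main values under other scalings, filters, the DESeq2 test, the fits of only the 8 libraries compared, pooled controls, the replicate block and the corrections for GC content and gene length. A similar count can hold other genes. With pooled controls, 4211 of the 6450 main calls in the SLC30A10 knockout were made again. In the second knockout, 1585 of the 2132 main calls were among the 2958 made with pooled controls. The SLC30A10 count ranged from 5004 (pooled controls) to 6792 (GC content trend removed with the replicate block), and that of the second knockout from 1772 (mean count of at least 50) to 2958 (pooled controls). Thresholds moved them further. With a 2-fold change required, 702 genes remained in the SLC30A10 knockout, 358 in the second knockout, 858 for their difference, 218 between the control sets and 102 changed the same way in both knockouts. Under an adjusted p of 0.01, 1229 genes remained in the second knockout and 320 changed the same way. Between the control sets, the share of higher calls moved from 47.0% to 61.0% with the 2-fold requirement. No scaling moved the share of higher calls by over 10 percentage points or the median of all genes by over 0.1. Across the fits that each left out a library, the counts ranged from 5636 to 6093 (SLC30A10), 1574 to 2146 (the second knockout), 4432 to 5040 (their difference), 5098 to 6107 (control sets) and 469 to 646 (same direction).

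Spearman's rho of 0.0034 ranged from -0.029 to 0.036 across the fits without a library. With the control sets exchanged between the knockouts it was -0.29, and each contrast then holds the difference between the control sets with the opposite sign. Pearson's r was 0.19, which weighs large changes more.

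The list result was the least stable. In the SLC30A10 knockout 0 lists passed with a mean count of at least 50, with the replicate block, with pooled controls, with an estimated inter-gene correlation or without FASTKD2 in its list, 2 passed by the fry rotation test, and 0 to 2 passed when a library was left out. The omission of FASTKD2 shows the cause in that setting. By the fry test the lists of the mitochondrial RNA granule and the metallothioneins passed, both with an adjusted p of 0.0073. With pooled controls the mean of the granule list moved to -0.25, in the direction of the difference between the control sets (0.18). For the others the cause was not tested. In the second knockout 2 lists passed with pooled controls, those of the mitochondrial RNA granule (mean -0.14) and mitochondrial ribosomal proteins (-0.095). Both lie higher in the SLC30A10 control set (0.18 and 0.14), so that pooling lowers their means. By the fry test 1 passed, and the cause was not tested. Means of lists that lay close to 0 changed sign. With library totals only, they became -0.012 for mitochondrial ribosomal proteins in the SLC30A10 knockout and 0.0034 for metal ion transporters in the second knockout, as the median of all genes moved alike, from -0.0048 to -0.017 and from -0.0024 to 0.0094. With pooled controls, they became 0.0065 for respiratory chain subunits and -0.030 for mitophagy in the SLC30A10 knockout, in the direction of the differences between the control sets (0.023 and -0.079). Without genes in stretches of neighbours, they became -0.00026 for mitochondrial ribosomal proteins and -0.0083 for metal ion transporters in the SLC30A10 knockout, since MRPL34 (0.02) left the former list and SLC39A14 (0.64) and ATP2C2 (0.14) left the latter. When a library was left out, the means ranged from -0.013 to 0.032 (mitochondrial ribosomal proteins) and -0.021 to 0.018 (respiratory chain subunits) in the SLC30A10 knockout, and from -0.020 to 0.0086 (metal ion transporters) and -0.045 to 0.0070 (respiratory chain subunits) in the second knockout.

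The log2 ratio of SLC30A10 itself was 0.20 with pooled controls, and -0.52 to 0.065 when a library was left out. At 3 to 11 counts in its knockout and 6 to 9 in its control set, the depth limits this value, and DESeq2 was not run for it because the gene fails the filter. The named genes other than SLC30A10 gave 1108 comparisons with an alternative, of which 1074 kept their direction and side of the threshold, 24 were weaker, 10 were stronger and 0 were reversed.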

Other observations

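The tests of GC content, gene length, neighbouring genes along whole chromosomes and the splits of libraries for the counts of genes and the correlation were planned before the results were seen. The splits for the lists and for the shared changes, and the comparison of each control set with the other groups, and every test of FASTKD2, HOXC11, ITIH2, genes at the floor and mitochondrial tRNA genes, were chosen only after the result was seen.

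The control sets carry the same cell line identifier, yet they differed at 6111 genes, about as many as the SLC30A10 knockout did from its control. Of the 8 splits of the 8 control libraries that part all 4 same-numbered pairs, 1, the real one, gave as many genes, and the others gave 0. With 8 splits the share cannot go below 1 in 8. After removal of each library's trend on GC content, 96.2% of these genes were called again in the same direction, and 96.9% after removal of the trend on gene length, so neither explains most of the difference. A difference in culture, passage or library preparation between the experiments may explain it, and the labels give nothing by which these could be told apart. Small changes in a knockout, such as those of the 4825 genes under 1.5-fold in the SLC30A10 knockout, are of the size that the control sets show. Across genes, which are not independent, the log2 fold changes of the SLC30A10 knockout correlated with the differences between the control sets at a Spearman's rho of -0.41, and those of the second knockout at 0.06. Each pair of contrasts shares a control set, which by itself gives a negative relation for the former and a positive one for the latter. Of the 6111 genes, the SLC30A10 control set lay outside the range of the means of the other 3 groups for 71.9% and the second control set for 39.2%, and both can hold for a gene. The SLC30A10 control set was thus more often apart, and part of the calls in the SLC30A10 knockout may stem from it. The larger changes of that knockout can lower the share for the second control set, so this is not settled.

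For the SLC30A10 knockout, 1 of the 8 splits gave as many genes as the real one, the real one itself, with at most 1 gene in the others. For the second knockout it was also 1 of 8, with 0 genes in the others. After removal of the GC content trend, 90.0% of the SLC30A10 calls and 94.8% of the calls in the second knockout were made again in the same direction. After removal of the gene length trend these shares were 97.6% and 93.1%. For the lists, 7 of the 8 splits in the SLC30A10 knockout and 8 of the 8 in the second knockout gave as many lists past the threshold as the real split. The latter was fixed in advance, since the real split of the second knockout gave 0 lists. Splits that mix knockout and control gave up to 4 lists. The list test at an inter-gene correlation of 0.01 may thus pass lists too readily in these data. This is not settled, since splits that exchange a single pair keep part of the real contrast. The 1 list in the SLC30A10 knockout cannot be told apart from these regroupings of libraries.

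For genes changed the same way in both knockouts, 1 of 100 drawn relabellings gave as many as 626, the real one, and the next gave 591, which is the number that changed in opposite directions. The excess of shared over opposite changes is thus small at this threshold. Among the 169 genes that also changed 2-fold in both knockouts, the share was larger, with 102 in the same direction. The relabellings did not cover that requirement. For the correlation, 61 of 64 relabellings gave an absolute rho as large, so the changes over all genes show no relation in rank.

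In the SLC30A10 knockout, whole stretches of neighbouring genes moved together. The largest mean over 50 neighbours was 0.91 (log2), above all 1000 shuffles of gene order. Between the control sets, which are the same line, the largest mean was 0.32, and 2 of 1000 shuffles gave as much, so neighbours moved together beyond shuffled order there as well, by less. A candidate explanation is a change of copy number in the clone. The 76 genes from the start of chromosome 8 to RHOBTB2, of which 66 were called higher, had a median of 0.97, close to the log2 change of 1 that a doubled segment would give in a haploid line. The medians of -0.56 at the end of chromosome 16 and 0.39 on X are smaller than a whole-copy change and may reflect a segment altered in part of the cells. DNA was not analysed here. SLC39A14, the metal transporter with the smallest adjusted p in this knockout, lies in the chromosome 8 stretch, and its change of 0.64 is below the median of its neighbours. Copy number does not account for most calls, since without genes in such stretches 5927 genes were called. For the second knockout the largest mean over 50 neighbours was 0.44, and 303 of 1000 shuffles gave as much, so no change over that length was seen. The 19 genes from SIN3B to SLC27A1 on chromosome 19, with a median of 0.94, are too few to fill a window of that length.

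FASTKD2 fell from 60.1 to 0.170 CPM in the SLC30A10 knockout, while the control sets differed by 0.16 on the log2 scale. If a chromosome segment had been lost, its neighbours would be lower as well. Of the 6 nearest tested genes, 0 were 2-fold lower, and their log2 fold changes ranged from -0.13 to 0.10, so the loss of a chromosome segment that reaches them is not supported. A deletion or a mutation limited to FASTKD2 in this clone, or silencing of its promoter, may explain the loss as well as an effect of SLC30A10 may, and these cannot be told apart with libraries of a single cell line. Since FASTKD2 alone carried the shift of the granule list, this gene deserves a check in an independent clone.

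HOTAIR and HOXC11 rose together in the SLC30A10 knockout. Apart from HOTAIR, which is adjacent and was left out of the test, 3 of the 6 nearest tested genes around HOXC11 rose by 2-fold or more, namely HOXC10 (2.89), HOXC-AS2 (2.30) and HOXC-AS1 (1.56), all on the side away from HOTAIR. By the rule set for the test this number fits the gain of a chromosome segment. A doubled segment would give a 2-fold rise at each gene. The log2 rises of these genes were larger and unequal, from 1.56 for HOXC-AS1 to 4.66 for HOTAIR, which argues against doubling alone. Rises of such unequal size are also what a change in the regulation of the cluster may give. A gain combined with such a change was not excluded. ITIH2 in the second knockout rose by 8.55, and ATP5C1, 2 tested genes away, by 1.45. Of the 6 nearest other genes 2 rose by 2-fold or more, KIN (1.57) and TAF3 (1.48), which is fewer than the 3 that the test required for the gain of a chromosome segment. These 4 genes are consecutive among the tested genes, however, and SFMBT2 (0.04) and GATA3 (-0.91) on either side did not rise. A short gain with a junction near ITIH2 may therefore remain, as a hypothesis that the test with 3 neighbours on each side was too wide to settle. The neighbours were named for their position after the values of the central genes were seen.

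Some genes were at or under 3 counts in every library of a knockout while its control had at least 5 CPM. There were 10 such genes in the SLC30A10 knockout and 7 in the second knockout, against 0 between the control sets in either direction, so drift between culture sets of the line gave none. In the reverse direction there were 1 and 0. Both knockouts shared 4 of them, FUT9, PRRX1, TRPC4 and WBP5. Among the 11451 genes with at least 5 CPM in both control sets, each knockout had 7 such genes, and 0.00428 shared genes were expected if independent (Fisher's exact p = 1.71e-12, genes not being independent). With shared genes counted for each knockout, 5.88% lay in stretches of neighbours that changed together. This was WBP5 alone, in a stretch of X that rose in the SLC30A10 knockout, so these genes were not seen in stretches that fell. A hypothesis is that single-cell cloning fixed the silenced state of genes that are active in part of the parental cells, which may also explain why both knockouts share some of them. It was not tested, since clones without a deletion are not among the libraries, and an effect of either deletion cannot be excluded.

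Mitochondrial tRNA genes are not expected in quantity in poly-A libraries, yet 22 were tested, and their median log2 fold change was 0.88 in the SLC30A10 knockout, 0.29 in the second knockout and 0.43 between the control sets. Mitochondrially encoded mRNAs of the list fixed in advance were not found in the count table, so the tests used tRNA and rRNA alone. These tests were run in this order. The ratio of summed tRNA to rRNA counts did not differ between the SLC30A10 knockout and its control (exact permutation p = 0.886, n = 4). The rRNA level itself did not differ (187 against 170 CPM, exact permutation p = 0.314, n = 4), nor from the second control set (186 CPM, exact permutation p = 1, n = 4), so more mitochondrial RNA in those libraries was not shown. The tRNA sum is carried by few genes, since a single gene of the minus strand, TRNS1, held 47.7% of the tRNA counts. The summed tRNA level in the SLC30A10 knockout was higher than in the second control set (exact permutation p = 0.0286, n = 4, the smallest possible), whereas against its own control the sum did not differ (exact permutation p = 0.0857, n = 4), so the outcome for the sum depends on the control set. The 14 genes of the plus strand had a median of 0.95, against 0.05 for the 8 of the minus strand. Strand here is that of the annotated gene. The use of strand in counting is not stated, so reads of transcripts from the opposite strand can count for these genes. The strand comparisons below therefore need not reflect tRNA alone. The minus strand was mixed. TRNA (1.58), the tRNA for alanine, TRNQ (0.96) and TRNC (0.27) passed the threshold as higher, and TRNS1 fell by 0.34, which by itself raises the ratio of plus to minus strand counts. The ratio of plus to minus strand counts over genes with a mean count of at least 50 differed from control (exact permutation p = 0.0286, n = 4). The genes of low count are a small part of the minus-strand sum, so this test could not have come out otherwise and does not bear on them, as was seen only after it was run. Plus-strand tRNA over rRNA differed too (exact permutation p = 0.0286, n = 4), which goes against a plain rise of mitochondrial RNA for these genes. The log2 ratio of plus to minus strand also differed by 0.54 between the control sets, against 1.24 in the SLC30A10 knockout and 0.35 in the second knockout. The SLC30A10 knockout libraries had ratios of -1.11 to -0.70, above every library of both control sets, of which the highest was -2.08. A difference of the size seen between the control sets thus does not account for the whole pattern. A larger difference between culture sets, or one in RNA preparation, to which short RNAs may be sensitive, was not excluded.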
